A study of Mus musculus with 12 samples. Its data were reported in "Intestinal stem cell aging signature reveals a reprogramming strategy to enhance regenerative potential" (2022).

How the data were processed

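Intestinal stem cells (ISCs) had been sorted from the small intestine of young mice (2 months) and old mice (22 months), and 3′ RNA sequencing libraries had been made from 1 mouse each. The 12 libraries fall into 4 groups of 3. In the SM6 isolation, wild-type mice were used and ISCs were sorted by surface markers. In the Lgr5-GFP isolation, the mice carried a fluorescent reporter in Lgr5, a receptor gene expressed in ISCs. Strain and isolation change together, so a difference between the isolations is also a difference between the strains. The sorting protocol given in the labels describes the surface markers for every library, whereas a supplementary legend of the study has the reporter mice sorted by fluorescence. The names of the isolations are therefore used here only as the sample titles give them. The labels name no sequencing batch or date.

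The authors aligned the reads to the mouse genome (GRCm38) with STAR and counted the reads over exons of each GENCODE gene with featureCounts, and the deposited table holds these counts, with no scaling. The library kit added molecular identifiers to the reads, but whether reads with the same identifier were collapsed is not stated, so intervals and floors below cover counting error only. The table held 54232 genes, of which 54079 had a symbol and 30611 were at 0 in every library. All 12 columns of values were used. Positions were taken from GENCODE vM21 on the same build, a later release than the one used for counting, and 54165 of the gene identifiers matched. Library totals ran from 970472 to 3815425 counts with a median of 1424340. A count of 0 was taken to allow up to 3 counts, and this floor was used wherever every library of a group was at or under it.

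Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes with more than 5 reads and a CPM value (counts scaled to a common library total) of at least 1 in at least 1 library were kept, after the study's filter, which left 13368 genes. Totals were scaled by the trimmed mean of M values (TMM), and CPM values of single genes refer to these scaled totals. A quasi-likelihood model with 1 mean per group was fitted to all 12 libraries, which gave a common dispersion of 0.0434, and all tests were two-sided. Old was compared with young in SM6, in Lgr5-GFP and on average over both, and the difference of the 2 age effects (Lgr5-GFP minus SM6) was tested as an interaction. Lgr5-GFP was compared with SM6 at each age. P-values were adjusted by the Benjamini-Hochberg method over the 13368 genes, and a gene was called at an adjusted p under 0.05. The study had tested for differential expression only on other libraries, so the test was chosen for counts in general.

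The tests, the gene lists, the genes to name and most alternatives were fixed before the data were examined. The fixed genes were the transcription factors Egr1, Irf1, Fosb and Nfe2l2, which the study singled out, and the markers Lgr5, Ascl2, Sox9, Olfm4, Muc2 and Mki67. For each comparison, up to 4 genes higher and 4 lower were named by the smallest adjusted p among called genes whose libraries did not overlap between the groups. For the average age effect this had to hold in both isolations, and for the interaction in at least 1 isolation or with opposite directions. Rps4x, Fos, Cd74, Lyz1 and the genes of the immune list named singly were chosen after their values were seen, as were comparisons in which a gene is mentioned beyond the one that named it.

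Gene lists were tested with camera on signed z statistics with an inter-gene correlation of 0.01, with fry and with an estimated correlation as checks. Names of genes that the study had called higher or lower in old ISCs on other, full-length libraries of pooled mice formed a pair of study lists. Of the 347 names on the higher list, 335 were matched and 329 tested, and of the 96 names on the lower list, 93 were matched and 88 tested. Entries printed as a number in place of a gene name were left out, and the lists hold fewer names than the study called. A further 15 lists were tested: intestinal stem cell, enterocyte, goblet cell, Paneth cell, enteroendocrine cell, tuft cell, immune cell, cell cycle, immediate early, interferon response, major histocompatibility complex (MHC) class II, citric acid cycle, cytosolic ribosomal protein, mitochondrially encoded protein and nuclear-encoded respiratory chain. The stromal and endothelial cell list had 1 tested gene of 12 and the Y-linked list had 0 tested genes of 4, so neither reached the minimum of 3 genes. Immediate early genes are induced within minutes of a stimulus. List results were adjusted by the Benjamini-Hochberg method over the 15 lists and the 3 age effects, and separately over the 15 lists and the other 3 comparisons.

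Principal components were computed on log2(CPM + 10) with unscaled totals, as the study did for its ordination. The share of the variance that lay between ages, after removing the isolation means, was tested by an exact permutation of age within isolation, and the share between isolations likewise within age. A marker score per library was the mean level of the enterocyte, goblet, Paneth, enteroendocrine and tuft lists in log2 CPM with a prior count of 2. Shares of the total taken by defensin transcripts, the most abundant products of Paneth cells, carry Wilson intervals at the 95% level.

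Alternatives changed one choice at a time: relative log expression (RLE) factors, library totals alone, no filter beyond 1 count, at least 10 counts in 3 libraries, the edgeR likelihood ratio test, DESeq2 1.42.0, limma voom with sample quality weights, only the 6 libraries compared, a replicate block, counts thinned to the smallest total, a threshold of 0.01, and each library left out in turn. Chosen after seeing the data were robust quasi-likelihood, the log2 defensin share as a covariate, counts without the Paneth list and defensins, offsets for GC content and for gene length, and subsets of genes by level for the correlation of the age effects.

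The procedures were tested on simulated data, drawn from the means and totals of these libraries, with 200 of 13368 genes changed by 1.5 on the log2 scale. The changed genes were picked among those with higher mean counts, so recovery of genes with few counts was not measured. With the change in both isolations, 81.5% of the changed genes were recovered in SM6 with 8 false calls, 79% in Lgr5-GFP with 20 false calls, which was 11.2% of the calls there, and 95% on average with 13 false calls. With the change in SM6 alone, 47.5% were recovered as an interaction, with 7 false calls, and 45.5% were called on average, with 9 false calls. With no gene changed, 0 genes were called. Both changed lists were found, and 0 of 50 unchanged lists had a camera p under 0.05. Genes were simulated independently, whereas the estimated correlation within the Paneth cell list was 0.91 for the average age effect. The simulation therefore does not measure how often camera calls unchanged lists of correlated genes. A simulated GC trend gave 2065 calls, and 0 after the GC offset. Full-length, single-cell and methylation data of the study were not used here.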

Results

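Gene expression was measured by 3′ RNA sequencing in ISCs of mice aged 2 months (young) and 22 months (old), isolated either from wild-type mice (SM6) or from mice with a reporter in Lgr5 (Lgr5-GFP), with 3 libraries in each of the 4 groups. The mean library total was 1555008 ± 249823 counts (SD, n = 3) in SM6 young, 1435184 ± 153192 in SM6 old, 2406074 ± 1361052 in Lgr5-GFP young and 1160335 ± 201636 in Lgr5-GFP old. Among the single libraries of SM6, totals were 1648841, 1744328 and 1271854 counts in replicates 1 to 3 of young mice, and 1265512, 1476704 and 1563336 in those of old mice. In Lgr5-GFP, they were 3815425, 1099102 and 2303696 in young mice and 1371976, 1138558 and 970472 in old mice. Between 14087 and 17680 genes had at least 1 count in a library. Transcripts of Xist, which is expressed from the inactive X chromosome of females, reached between 346 and 1148 counts per library, and none of 4 Y-linked genes exceeded 1 count. Every pair of replicates within a group differed by more than sampling noise.

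Defensin transcripts, which are made by Paneth cells, took 4.32% ± 3.57 of the counts in SM6 young (SD, n = 3), 11.1% ± 10.4 in SM6 old, 13.7% ± 8.89 in Lgr5-GFP young and 2.85% ± 0.877 in Lgr5-GFP old. The highest shares were 23.1% in SM6 old replicate 3 (Wilson 95% interval 23.0 to 23.2) and 23.2% in Lgr5-GFP young replicate 1 (23.1 to 23.2). The lowest share was 1.26% in SM6 young replicate 3 (1.24 to 1.28). Mitochondrially encoded transcripts took 6.74% ± 0.321 in SM6 young, 6.34% ± 0.544 in SM6 old, 5.22% ± 1.14 in Lgr5-GFP young and 8.27% ± 0.985 in Lgr5-GFP old (SD, n = 3).

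To ask how far age and isolation set the libraries apart, the variance of log2(CPM + 10) over the 13368 tested genes was divided between them. Age accounted for 14.2% of the variance, against a mean of 8.98% over 400 arrangements (exact permutation p = 0.04, upper tail, the smallest possible being 0.005). Isolation accounted for 10.2%, against a mean of 8.58% (exact permutation p = 0.17, upper tail). The share of age moved most with the 500 most variable genes, where it was 23.2% (exact permutation p = 0.015). The share of isolation passed 0.05 with TMM-scaled totals, at 11.2% (exact permutation p = 0.04), and without the Paneth list and defensins, at 11.6% (exact permutation p = 0.015). Leaving out SM6 old replicate 1 gave the lowest share of age, 13.6% (exact permutation p = 0.095), and in 9 of the 12 fits that left out 1 library the p-value was no longer under 0.05. The first 3 principal components held 22.4%, 16.1% and 11.3% of the variance. Of the 50 genes that weighed most on the first component, 21 were Paneth cell or defensin genes.

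**Figure D1:**
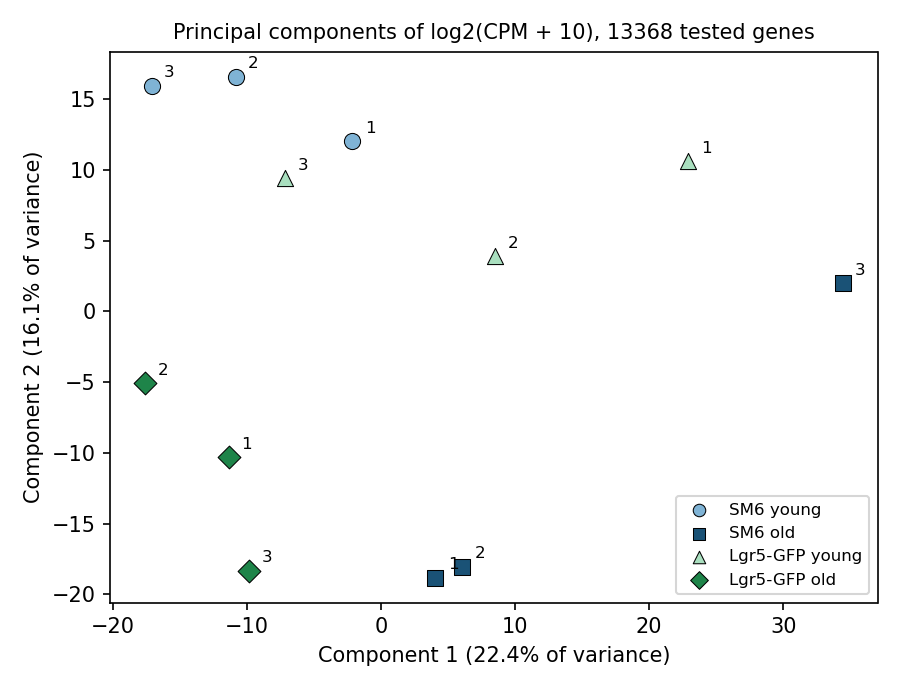
Principal components 1 (22.4% of the variance) and 2 (16.1%) of log2(CPM + 10) over 13368 genes, with one point per library, coloured by group and numbered by replicate. SM6 old replicate 3 and Lgr5-GFP young replicate 1, the libraries with the highest defensin shares (23.1% and 23.2%), lie farthest right on component 1. On component 2, every young library lies above every old one.

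In SM6, 323 of 13368 genes were called between old and young ISCs, 86 higher and 237 lower in old (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and 1755 had an unadjusted p under 0.05. In 316 of the 323 the libraries of both ages did not overlap, which held for 17.7% of all genes and holds for 10% by chance. The count ran from 143 with a threshold of 0.01 to 603 without a filter on low counts. Leaving out 1 library lowered it by more than 1.5 times in 4 cases, to 145 without SM6 young replicate 2, 158 without SM6 old replicate 1, 168 without SM6 old replicate 2 and 196 without SM6 young replicate 3. Ceacam10 (ENSMUSG00000054169, GRCm38 chromosome 7, 24777206 to 24784657) rose from 9.34 ± 3.31 CPM in young to 95.4 ± 37.1 in old (SD, n = 3), a log2 fold change of 3.36 (SE 0.45, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000199). The other genes named as higher were Prss32, Ly6e and Car4, with log2 fold changes of 1.30, 1.42 and 2.14. Rps4l (ENSMUSG00000063171, chromosome 6, 148354656 to 148355598), annotated as a transcribed processed pseudogene, had 67, 91 and 39 counts in the young libraries and 0, 1 and 0 in the old ones, at least 17.6-fold lower (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 2.3e-07). Counts of such a copy of a ribosomal protein gene are uncertain where reads match more than one locus. Wdr76 (ENSMUSG00000027242, chromosome 2, 121506723 to 121544860) fell from 123.0 ± 5.74 to 31.4 ± 3.09 CPM (SD, n = 3), a log2 fold change of -1.97 (SE 0.24, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000115). Pdcd4 and Gpbp1l1, also named as lower, fell by 1.68 and 1.54 on the log2 scale.

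In Lgr5-GFP, 63 genes were called with age, 25 higher and 38 lower in old, and 1309 had an unadjusted p under 0.05. The libraries of both ages did not overlap for 62 of the 63, against 14.7% of all genes and 10% by chance. With library totals alone in place of TMM, 97 genes were called, of which 39.2% were lower, against 60.3% with TMM, and the median over all genes was 0.16, against -0.034 with TMM. Leaving out 1 library gave 26 calls without Lgr5-GFP old replicate 1, 33 without Lgr5-GFP old replicate 3, 35 without Lgr5-GFP young replicate 1 and 113 without SM6 old replicate 3. Ptpn6 (ENSMUSG00000004266, chromosome 6, 124720707 to 124738714) rose from 14.3 ± 2.71 to 71.7 ± 33.7 CPM (SD, n = 3), a log2 fold change of 2.30 (SE 0.30, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00056). The mitochondrial transfer RNA genes mt-Tc and mt-Tq rose by 2.67 and 1.52 on the log2 scale. Acot1 rose by 2.46, but its replicates in old mice ran from 94.5 to 601 CPM and neither robust quasi-likelihood nor the fit with the defensin covariate (1.94) called it. Rps4l had 116, 51 and 113 counts in young libraries and 1, 1 and 2 in old ones, at least 17.9-fold lower (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 8.6e-07). Hsph1 (ENSMUSG00000029657, chromosome 5, 149614287 to 149636376) fell from 272 ± 20.6 to 109 ± 10.9 CPM (SD, n = 3), a log2 fold change of -1.32 (SE 0.18, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000598). Dynll1 fell by 1.30 on the log2 scale and Reg3g fell by 2.77, and neither robust quasi-likelihood nor the fit with the defensin covariate (-1.77) called Reg3g.

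To ask whether the isolations share an age trajectory, the effects were averaged and compared. A call on average does not by itself show a change in both isolations. Of genes simulated to change in SM6 alone, 45.5% were called on average. On average, 355 genes were called, 80 higher and 275 lower in old, and 1712 had an unadjusted p under 0.05. Of these, 219 were also called in SM6 and 33 in Lgr5-GFP. For 137 of the 355 the libraries of both ages did not overlap in either isolation, against 2% of all genes and 0.5% by chance. Without SM6 old replicate 1, 228 genes were called, without SM6 young replicate 2, 231, and without SM6 old replicate 2, 232. The genes named as higher were Ly6e, Ptpn6, Prss32 and mt-Tq. Ly6e (ENSMUSG00000022587, chromosome 15, 74955051 to 74959905) rose from 190.4 ± 85.3 to 509 ± 44.3 CPM in SM6 and from 208 ± 26.6 to 488 ± 34.5 CPM in Lgr5-GFP (SD, n = 3), an average log2 fold change of 1.32 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 3.0e-05). The genes named as lower were Rps4l, at least 17.8-fold, and Dcaf6, Myh9 and Arglu1, by 1.62, 1.48 and 1.06 on the log2 scale. Myh9 (ENSMUSG00000022443, chromosome 15, 77760587 to 77842175) fell from 1961 ± 161 to 549 ± 93.6 CPM in SM6 and from 1615 ± 444 to 740.0 ± 347 CPM in Lgr5-GFP (SD, n = 3; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 3.0e-05).

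Only 16 genes were called in both isolations, 14 of them in the same direction. Ccl6 and Guca2b, named here after their values were seen, were higher in old in SM6 and lower in old in Lgr5-GFP. Across the 13368 genes, the log2 fold changes of the isolations had a Pearson r of 0.029 and a Spearman rho of 0.070, and 53.1% of genes had the same sign. Genes are not independent replicates, so no p-value is given for these values. Over the 323 genes called in SM6, r was 0.319, rho was 0.325 and 78% had the same sign. Over the 63 genes called in Lgr5-GFP, r was 0.168, rho was -0.161 and 52.4% had the same sign. The value of r reversed to -0.17 both over the 1349 genes with a mean log2 CPM of at least 7, where rho was 0.261, and with the defensin share as a covariate. Without SM6 young replicate 1, r was 0.0053, and without SM6 old replicate 3 it was 0.091.

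**Figure D2:**
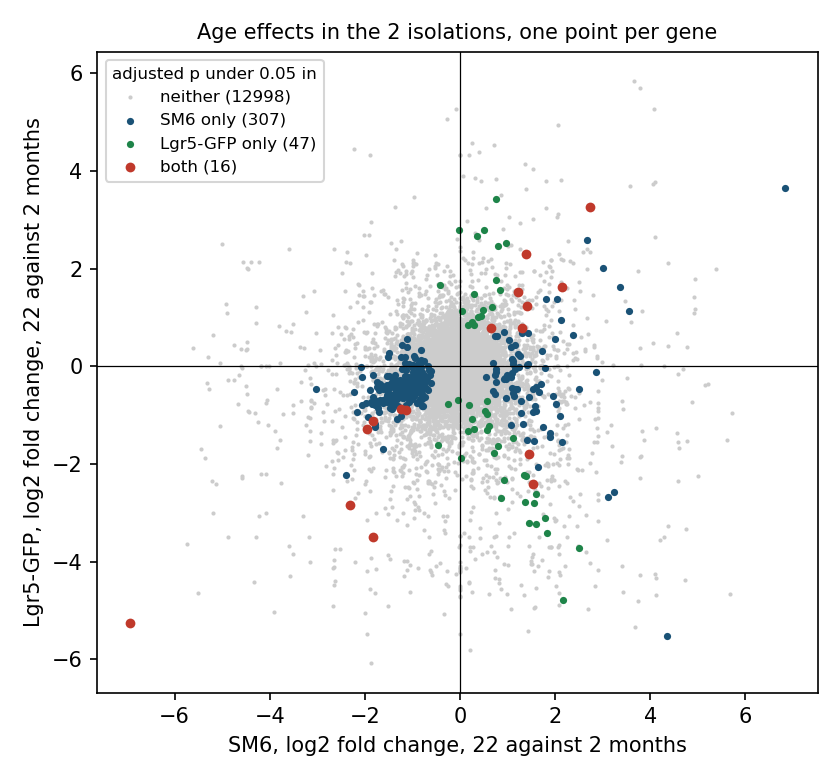
Log2 fold change of old against young ISCs in SM6 (horizontal) and in Lgr5-GFP (vertical), with one point per gene over 13368 genes, coloured by where the adjusted p (edgeR quasi-likelihood, Benjamini-Hochberg) was under 0.05. Of the 16 genes called in both, 14 lie in the lower left or upper right quadrant.

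The study singled out 4 transcription factors in ISC ageing. Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) went from 15.5 ± 4.37 CPM in young to 5.38 ± 1.84 in old SM6 libraries, and from 32.7 ± 17.6 to 19.4 ± 7.59 in Lgr5-GFP (SD, n = 3). Its average log2 fold change was -1.09 (SE 0.30, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0492, and 0.0052 adjusted over the list alone). Taken singly, Egr1 was not called in SM6 (-1.48, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.108) or in Lgr5-GFP (-0.70, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.559). It was called in SM6 when adjusted over the list alone (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.017). Egr1 was also called in SM6 with library totals alone (-1.63), without a filter (-1.48) and with the likelihood ratio test (-1.48), but under no other alternative. In 10 of the 12 fits that left out 1 library the average effect was no longer called, with values from -1.25 to -0.86 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p from 0.0285 to 0.142). Irf1 (ENSMUSG00000018899, chromosome 11, 53770014 to 53778374) had 50.3 ± 6.79 and 59.5 ± 10.2 CPM in young and old SM6 and 71.1 ± 26.6 and 46.1 ± 9.96 in Lgr5-GFP (SD, n = 3), an average log2 fold change of -0.18 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.755). Fosb (ENSMUSG00000003545, chromosome 7, 19302696 to 19310051) had 0, 0 and 0 counts in young and 1, 2 and 0 in old SM6 libraries, too few at this depth for a fold change. In Lgr5-GFP it had 21, 8 and 15 counts in young and 6, 1 and 8 in old libraries, a log2 fold change of -0.71 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.819). Nfe2l2 (ENSMUSG00000015839, chromosome 2, 75675513 to 75704641) had 107 ± 12.1 and 135 ± 2.17 CPM in young and old SM6 and 123 ± 20.4 and 120.3 ± 40.3 in Lgr5-GFP (SD, n = 3). Its average log2 fold change was 0.14 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.769), and -0.013 without Lgr5-GFP old replicate 3. Adjusted over the list alone, Egr1 was the only 1 of 4 past the threshold on average and in SM6, and none was in Lgr5-GFP.

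**Figure D3:**
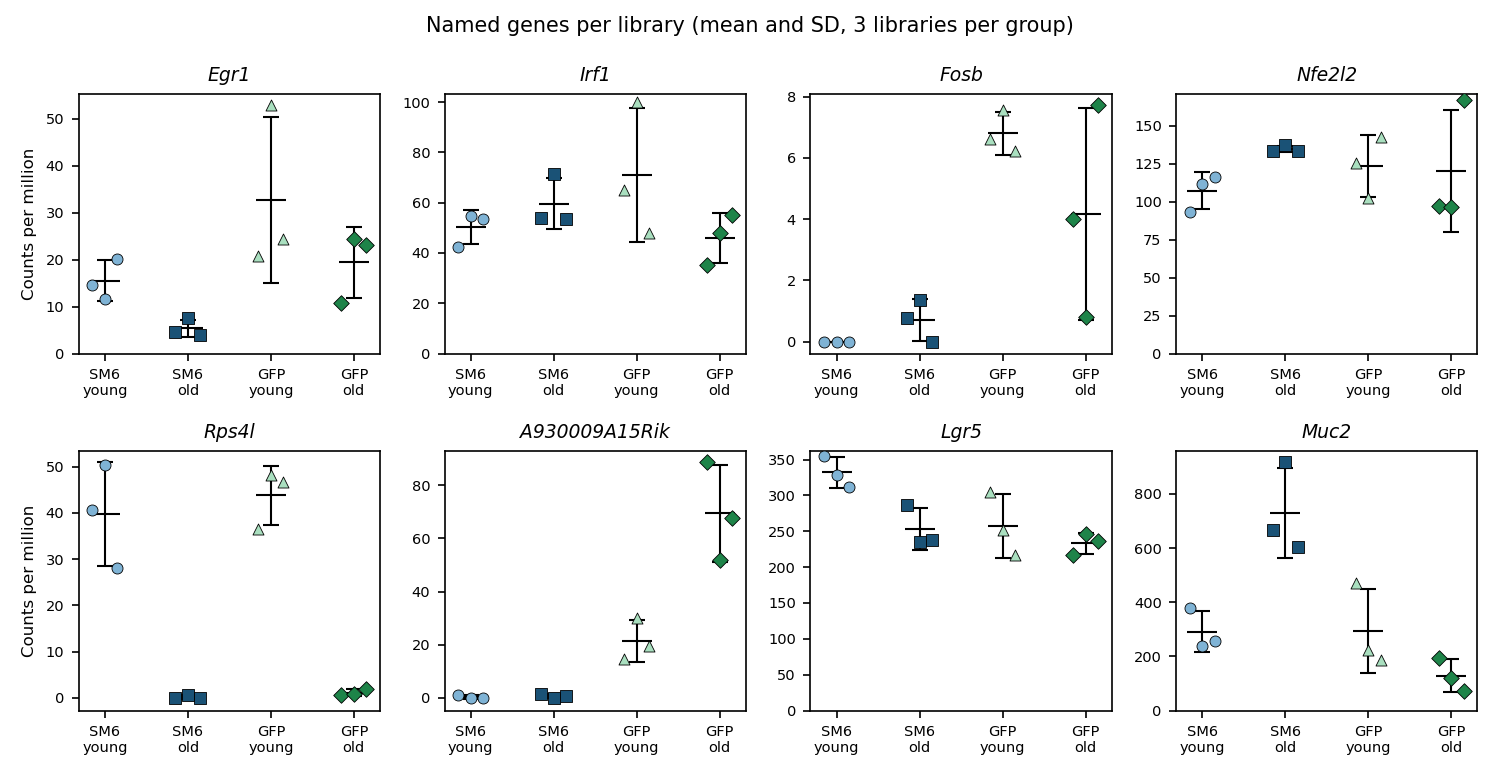
CPM with TMM-scaled totals of 8 genes in the 4 groups, with points for the 3 libraries and bars for the mean and SD. Rps4l lies at or under 2 counts in every old library, A930009A15Rik at or under 2 counts in every SM6 library, and Muc2 rose with age in SM6 while it fell in Lgr5-GFP.

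Genes that the study had called on full-length libraries of other, pooled mice were compared as lists. The 329 tested genes of the higher list had a median log2 fold change of 0.21 in SM6, also with genes at the floor set to their bound, and 73.9% were higher in old, against 49.1% of all genes (camera with Benjamini-Hochberg adjusted p = 6.8e-09 on edgeR statistics). In Lgr5-GFP the median was 0.13 and 64.1% were higher, against 46.3% of all genes (camera with Benjamini-Hochberg adjusted p = 1.6e-06 on edgeR statistics). The 88 tested genes of the lower list had a median of -0.27 in SM6, or -0.29 with bounds, and 70.5% were lower in old (camera with Benjamini-Hochberg adjusted p = 1.9e-05 on edgeR statistics). In Lgr5-GFP the median was -0.17, or -0.12 with bounds, and 62.5% were lower (camera with Benjamini-Hochberg adjusted p = 0.00116 on edgeR statistics). All 4 directions held under fry and under an estimated correlation, with unadjusted p-values of at most 0.00316 and 0.0104. The value that moved most was that of the lower list in Lgr5-GFP, which reversed to 0.045 with library totals alone, where the median over all genes was 0.16, and it was -0.07 without Lgr5-GFP young replicate 1. On average over the isolations, 29 genes of the higher list were called higher and 10 lower, and 56 and 13 when adjusted over the list alone. For the lower list, 13 were called lower and 1 higher, and 14 and 1 when adjusted over the list alone.

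Markers of ISCs and of other lineages describe the cells in each library. Lgr5 (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780) had 332 ± 22.2 CPM in SM6 young, 253 ± 28.9 in SM6 old, 258 ± 44.5 in Lgr5-GFP young and 233 ± 15.1 in Lgr5-GFP old (SD, n = 3). Between the isolations it differed by -0.24 on the log2 scale on average, by -0.36 at 2 months and by -0.12 at 22 months, none of which was past the threshold (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.642, 0.65 and 0.886). At 22 months it was 0.078 with library totals alone, where the median over all tested genes was 0.21, so the change of sign came with the scaling. With age, Lgr5 changed by -0.27 on average (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.305) and Ascl2 by 0.057 (0.918). Ascl2 was at -0.0037 without SM6 young replicate 1 and at -0.017 without Lgr5-GFP young replicate 3. Sox9 fell by 0.70 and Olfm4 by 0.58 on the log2 scale on average (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00324 and 0.00306). Both were called in SM6, at -1.01 and -0.84 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00358 and 0.00342). Neither was called in Lgr5-GFP, at -0.39 and -0.33 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.51 for each). With library totals alone, Olfm4 fell by 0.57 on average and was no longer called. Mki67, a marker of dividing cells, changed by -0.68 on average (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.129). Leaving out Lgr5-GFP young replicate 2 moved it to -0.83 and past the threshold. With no filter beyond 1 count it was -0.70 and also called (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.2e-05).

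The age effect on lists of lineage and pathway genes was tested over 15 lists and 3 age effects, and camera called 27 of the 45 tests. Of these, 2 held under fry, the intestinal stem cell list on average and in SM6, and 0 held under an estimated correlation. The median log2 fold change of the 17 genes of the stem cell list was -0.16 on average, -0.41 in SM6 and -0.055 in Lgr5-GFP. In SM6 the medians were higher in old for the enterocyte (1.10), goblet cell (1.13), Paneth cell (1.79), enteroendocrine cell (0.62, or 0.51 with bounds), tuft cell (0.48, or 0.59 with bounds), interferon response (0.20) and MHC class II lists (1.70). In Lgr5-GFP the same lists were lower in old, at -0.98, -0.24, -2.79, -0.78, -2.36 (-0.88 with bounds), -0.36 (-0.14 with bounds) and -1.55. Single libraries moved several of these values. In SM6 the Paneth cell median was 0.30 and the tuft cell median -0.068 without SM6 old replicate 3. In Lgr5-GFP the Paneth cell median was -1.66, the tuft cell median -0.28 and the enteroendocrine cell median 0.067 without Lgr5-GFP young replicate 1, the goblet cell median was -0.063 without Lgr5-GFP old replicate 3, and the MHC class II median was -0.24 and the interferon response median -0.12 without Lgr5-GFP young replicate 2. The immune cell list, with 5 tested genes, had medians of -0.53 in SM6 and -2.32 in Lgr5-GFP (-1.72 with bounds), and it was 1.27 in SM6 without SM6 young replicate 2. Averaged over the isolations, the medians were 0.15 for enterocyte, 0.35 for goblet cell, -0.51 for Paneth cell, -0.0036 for enteroendocrine cell, -0.47 for tuft cell, -1.55 for immune cell, -0.043 for interferon response and -0.015 for MHC class II genes. The Paneth and tuft cell averages were 0.029 and 1.10 without Lgr5-GFP young replicate 1.

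Of the remaining lists, medians in SM6 and Lgr5-GFP were -0.12 and -0.18 for cell cycle genes, 0.077 and -0.53 for immediate early genes (-0.16 and -0.42 with bounds), 0.072 and 0.032 for the citric acid cycle, 0.059 and 0.28 for cytosolic ribosomal proteins, 0.18 and 0.39 for mitochondrially encoded proteins, and 0.22 and 0.083 for the nuclear-encoded respiratory chain. Their averages were -0.13, -0.15, 0.085, 0.18, 0.26 and 0.16, all called by camera and none held by fry. The citric acid cycle lost its call with library totals alone (0.10), no filter (0.069) and the likelihood ratio test (0.085). It also did with thinned counts (0.080), the defensin covariate (0.095) and several libraries left out. The cell cycle call was lost without SM6 old replicate 1 (-0.082), and the immediate early call without Lgr5-GFP young replicate 2 (-0.15) or Lgr5-GFP old replicate 1 (-0.11). The cell cycle median in SM6 was 0.011 without SM6 old replicate 1, and the immediate early median in SM6 was -0.087 without SM6 young replicate 1. The ribosomal median in SM6 was -0.088 without SM6 old replicate 2, and the citric acid cycle median in Lgr5-GFP was -0.031 without Lgr5-GFP young replicate 1. Without the same 2 libraries, the nuclear-encoded respiratory chain median was 0.13 in SM6 and 0.013 in Lgr5-GFP, respectively.

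**Figure D4:**
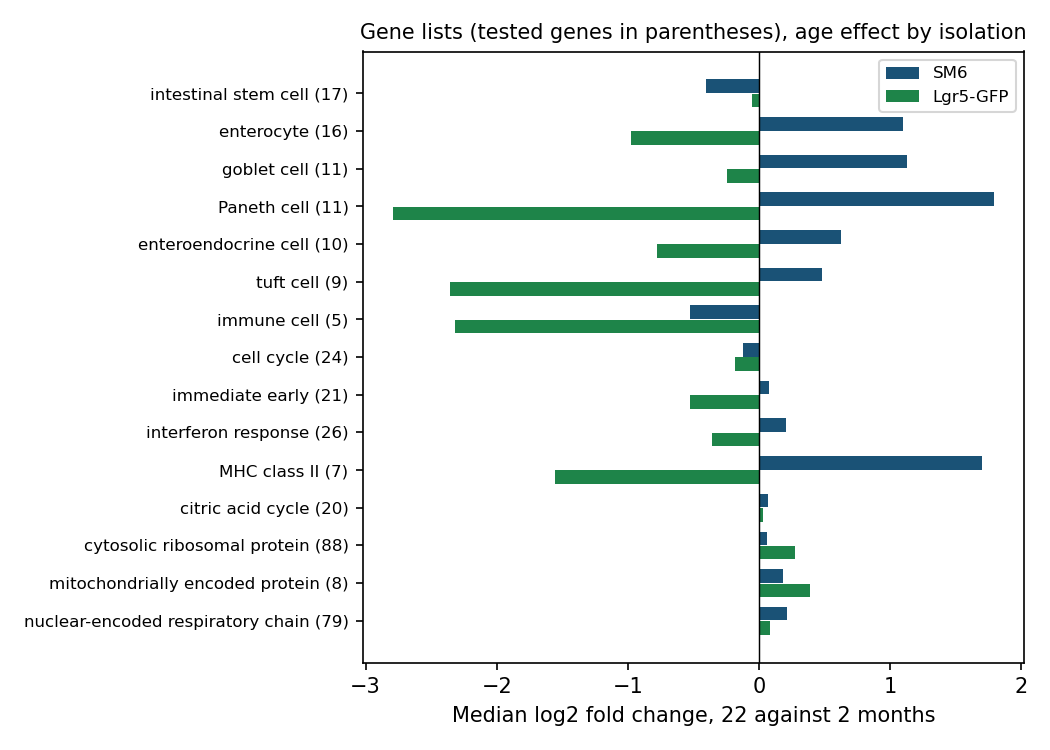
Median log2 fold change of old against young ISCs for 15 gene lists, with one bar per isolation and the number of tested genes in parentheses. Enterocyte, goblet, Paneth, enteroendocrine, tuft, interferon and MHC class II lists lie above 0 in SM6 and below 0 in Lgr5-GFP, although tuft cells in SM6 (-0.068 without SM6 old replicate 3) and enteroendocrine cells in Lgr5-GFP (0.067 without Lgr5-GFP young replicate 1) change side.

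The difference of the age effects, Lgr5-GFP minus SM6, was tested directly. It was past the threshold for 88 genes, 7 with a higher and 81 with a lower effect in Lgr5-GFP, and 1260 genes had an unadjusted p under 0.05. The count was 41 without Lgr5-GFP young replicate 1, 45 without SM6 young replicate 2 and 56 without Lgr5-GFP old replicate 2. Guca2b (ENSMUSG00000032978, chromosome 4, 119656607 to 119658954) rose from 301 ± 58.5 to 817 ± 236 CPM in SM6 and fell from 619 ± 339 to 179 ± 45.5 CPM in Lgr5-GFP (SD, n = 3), a difference of -3.23 on the log2 scale (SE 0.40, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000388). Ccl6, Dynll1 and Reg3g differed by -3.95, -1.87 and -4.13 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00124 each). Robust quasi-likelihood no longer called Guca2b, Ccl6, Reg3g, Gm47283 or Muc2. With the defensin covariate the calls of Ccl6 (-1.83), Reg3g (-2.43), Muc2 (-2.04), Trim16 (1.44), Pdcd4 (1.33) and Zbtb44 (1.29) were lost, and with DESeq2 that of Gm47283 (3.04). Thinned counts lost Trim16 (1.55), the GC offset lost Zbtb44 (1.36), and the length offset lost Zbtb44 (1.41) and Gm47283 (3.04). The genes named in the other direction were Trim16, Pdcd4, Zbtb44 and Gm47283, with differences of 1.67, 1.32, 1.51 and 3.03 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0128, 0.0226, 0.0298 and 0.0299). Each lost its call in at least 1 fit that left out a library, such as Trim16 without Lgr5-GFP young replicate 1 (1.58), Pdcd4 without SM6 old replicate 1 (1.12), Zbtb44 without Lgr5-GFP old replicate 2 (1.27) and Gm47283 without SM6 young replicate 1 (2.56). Gm47283 is annotated on chromosome Y although the libraries come from females, so its counts are uncertain. Muc2 (ENSMUSG00000025515, chromosome 7, 141690340 to 141754693), a goblet cell gene, rose from 291 ± 76.6 to 730.0 ± 166 CPM in SM6 and went from 294 ± 156 to 128.4 ± 60.6 CPM in Lgr5-GFP (SD, n = 3), a difference of -2.52 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00554). Its age effect was 1.33 in SM6 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.016), -1.19 in Lgr5-GFP (0.091) and 0.069 on average (0.947). The call of Muc2 in SM6 was lost with DESeq2 (1.34), with robust quasi-likelihood, without SM6 old replicate 2 (1.13), without SM6 young replicate 2 (1.20) and without SM6 young replicate 3 (1.25), and in Lgr5-GFP Muc2 was called without a filter (-1.21), with the likelihood ratio test (-1.19) and without Lgr5-GFP young replicate 3 (-1.44). Of 15 lists, camera called 11 for this difference. Under fry 3 held, with medians of 0.25 for intestinal stem cell, -2.45 for enterocyte and -1.66 for goblet cell genes, and under an estimated correlation 3 held, enterocyte, goblet cell and Paneth cell (-4.90) genes. The Paneth cell median was -3.27 without SM6 old replicate 3, and the stem cell median 0.41 without SM6 old replicate 2.

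Between the isolations at 2 months, 12 genes were called, 7 higher and 5 lower in Lgr5-GFP, and 999 had an unadjusted p under 0.05. The libraries of the isolations did not overlap for all 12, against 13.8% of all genes and 10% by chance. The count was 125 without a filter, 39 without SM6 old replicate 3, 7 without SM6 young replicate 3, and 6 without either SM6 young replicate 2 or Lgr5-GFP young replicate 2. A930009A15Rik (ENSMUSG00000092210, chromosome 10, 115569986 to 115582448), which lies within Lgr5 on the opposite strand, was at least 11.4-fold higher in Lgr5-GFP, with 0.405 ± 0.701 CPM in SM6 and 21.4 ± 8.06 in Lgr5-GFP (SD, n = 3; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000134). Its counts are uncertain, because it overlaps Lgr5. Hsph1, Reg3g and Dnaja1 were higher by 1.21, 2.53 and 0.93 on the log2 scale. Gip (ENSMUSG00000014351, chromosome 11, 96024545 to 96030831), a hormone gene of enteroendocrine cells, was lower, at 16.7 ± 20.0 against 612 ± 324 CPM (SD, n = 3), a log2 difference of -5.02 (SE 0.59, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000134). Chga, Gm47283 and the ribosomal RNA gene CT010467.1 differed by -2.27, -3.19 and -1.13. Robust quasi-likelihood no longer called Gip, Gm47283 or Reg3g. The call of Dnaja1 was lost without Lgr5-GFP young replicate 2 (0.81), SM6 young replicate 1 (0.82) or SM6 young replicate 2 (0.96), and with library totals alone (0.79). That of CT010467.1 was lost without SM6 young replicate 1 (-0.92) or 3 (-1.19) and without Lgr5-GFP young replicate 1 (-1.02) or 2 (-1.13). That of Reg3g was lost without SM6 young replicate 2 (2.33) or 3 (2.43) and with the defensin covariate (1.71).

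At 22 months, 96 genes were called, 6 higher and 90 lower in Lgr5-GFP, and 1256 had an unadjusted p under 0.05. The libraries did not overlap for 95 of them, against 13.9% of all genes and 10% by chance. Without Lgr5-GFP old replicate 3, 40 genes were called. A930009A15Rik was at least 30.8-fold higher in Lgr5-GFP, with 0.786 ± 0.779 against 69.4 ± 18.4 CPM (SD, n = 3; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 4.6e-07). The other genes named as higher were mt-Tc, Jun and Slc12a2, by 2.23, 0.91 and 0.78 on the log2 scale. Leaving out Lgr5-GFP old replicate 3 removed the calls of Jun (0.81) and Slc12a2 (0.68), and so did leaving out SM6 old replicate 2 (0.89 and 0.75). Jun also lost its call without SM6 old replicate 1 (0.92) and with the defensin covariate (0.83). Gip and Sct, both hormone genes, differed by -6.93 and -3.24, and Pyy, a further one, had 0, 3 and 1 counts in Lgr5-GFP and was at least 31.7-fold lower (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 2.5e-06, 3.7e-06 and 9.1e-06). Agr2, a goblet cell gene, differed by -1.92. Gip, Chga and A930009A15Rik were the 3 genes called between the isolations at both ages. Of the 15 lists, camera called 9 at 2 months, of which 2 held under fry, enteroendocrine cell (-1.42, or -1.26 with bounds) and immediate early genes (0.47, or 0.23 with bounds). At 22 months camera called 8, of which 4 held under fry, with medians of -2.48 for enteroendocrine cell, -1.92 for goblet cell, -1.70 for enterocyte and 0.27 for intestinal stem cell genes.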

Values the study reported

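The study reported 447 genes as differentially expressed between young and old ISCs (FDR < 0.05). That count came from full-length libraries of wild-type ISCs, which are other libraries than the 12 analysed here. Organoids grown from old ISCs were reported to be 54% smaller than those from young ISCs.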

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

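The interaction test, thinning and the fits that left out 1 library had been fixed beforehand. All other tests in this part, and the use of thinning to weigh an explanation, were chosen after the differences they concern had been seen. The age effect differed between the isolations for 88 genes, as tested by the interaction of age and isolation, and for 3 gene lists that held under fry. Among named genes, the difference of the age effects (Lgr5-GFP minus SM6, log2) was 1.67 for Trim16, 1.32 for Pdcd4, 1.51 for Zbtb44, 3.03 for Gm47283, -3.23 for Guca2b, -3.95 for Ccl6, -1.87 for Dynll1, -4.13 for Reg3g and -2.52 for Muc2. The list medians were 0.25 for intestinal stem cell, -2.45 for enterocyte and -1.66 for goblet cell genes. Robust quasi-likelihood called 50 genes and lost Gm47283, Guca2b, Ccl6, Reg3g and Muc2. Of 100 splits of isolation within age, 1 gave as many genes, the real one, and the highest of the others drawn gave 55. A split of this kind that was not drawn gave 78. Of 100 splits of age within isolation, which also turn an age effect into a difference of age effects, one that kept the ages of SM6 gave 122. Leaving out Lgr5-GFP young replicate 1 brought the count to 41, leaving out SM6 young replicate 2 to 45 and leaving out Lgr5-GFP old replicate 2 to 56.

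Several technical explanations were argued against as the whole cause. After thinning every library to the smallest total, 75 genes were called, 69 of them among the 88, so a difference in library totals does not account for most of them. Without the Paneth list and the defensins, which took up to 23.2% of the counts of a library, 73 genes were called, 69 of them among the 88. With an offset for GC content, 80 genes were called, 78 of them among the 88. Trim16 (1.55 with thinned counts) and Zbtb44 (1.36 with the GC offset) were among those that lost their calls, so these explanations stay open for them. Gm47283 stays uncertain in any case, since it is annotated on chromosome Y and the libraries come from females.

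What stays open is a different share of differentiated cells in the sorts. The marker score, a mean over the enterocyte, goblet, Paneth, enteroendocrine and tuft lists, was compared within groups with the mean level of 44 genes that had a lower age effect in Lgr5-GFP and belonged to none of the lists or to the defensin, Reg3 and Mptx families. Pearson r was 0.96 over 12 libraries (exact permutation p = 0.00694, two-sided, 1296 arrangements, smallest possible 0.000772) and Spearman rho was 0.958 (exact permutation p = 0.00309). Over the 3 relations across libraries tested in the closing section, the Benjamini-Hochberg values of these permutation tests were 0.0104 and 0.00463. Without the 2 libraries farthest from the median score, r was 0.933. Of 10000 random sets matched on mean expression, 0 reached this r, and their median was 0.098. With the marker score as a covariate, 13 genes were called for the interaction, 8 of them among the 88, but the score itself differed by -1.94 in this contrast, so the covariate also takes up part of it. All 5 lists are of cells of the same epithelium from which ISCs were sorted, and 57 of their 60 genes passed the filter in these libraries. Among the abundant genes, Lyz1 ran from 1809 ± 1306 CPM in SM6 young to 10380 ± 13060 in SM6 old and from 9557 ± 10650 to 1569 ± 335 in Lgr5-GFP (SD, n = 3). Single libraries carried the higher means. In SM6 old, replicate 3 had 25460 CPM against 2997 and 2694 in the others. In Lgr5-GFP young, replicate 1 had 21780 CPM against 4571 and 2317. Differentiated cells or their RNA in the sort are therefore a candidate explanation for much of the difference, including Guca2b, Ccl6, Reg3g and Muc2. A difference in how ISCs of each strain age is another and was not tested, since strain and isolation change together.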

How the results depend on the processing

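Alternatives described in the methods as chosen after seeing the data were robust quasi-likelihood, the defensin covariate, removal of the Paneth list and defensins, the GC and length offsets, and the subsets of genes by level. For all changes below, unless a reason is given, the cause was not tested. Adjusted p-values are by Benjamini-Hochberg from edgeR quasi-likelihood unless another tool is named.

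Counts of genes moved by more than 1.5 times as follows. With no filter beyond 1 count, 23621 genes were tested and the calls were 603 with age in SM6, 274 in Lgr5-GFP, 590 on average, 224 for the interaction, 125 between isolations at 2 months and 228 at 22 months. The likelihood ratio test, which does not model the uncertainty of the dispersion, gave 527 in SM6, 173 in Lgr5-GFP, 158 for the interaction, 41 at 2 months and 203 at 22 months, but 501 on average, within 1.5 times. A threshold of 0.01 left 143, 20, 177, 22, 6 and 43 in the order above, by construction. The 12 genes called at 2 months became 25 with library totals alone, 31 with DESeq2 and 22 with limma voom. In Lgr5-GFP, library totals alone gave 97 calls, 39.2% of them lower against 60.3%, and the defensin covariate gave 28. For the interaction, robust quasi-likelihood gave 50, of which 42 were shared, and the defensin covariate gave 34, of which 23 were shared. On average, the 355 genes kept 336 of 401 DESeq2 calls and 335 of 463 limma voom calls. With library totals alone the median of all genes was -0.16 in SM6, 0.16 in Lgr5-GFP, 0.35 for the interaction, -0.15 between isolations at 2 months and 0.21 at 22 months.

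Across the 12 fits that each left out 1 library, counts ran from 145 to 404 in SM6, from 26 to 113 in Lgr5-GFP, from 228 to 471 on average, from 41 to 98 for the interaction, from 6 to 39 at 2 months and from 40 to 120 at 22 months. Leaving out SM6 old replicate 3, which had a defensin share of 23.1%, gave the highest counts of 404, 113, 471 and 39, while 98 came without Lgr5-GFP young replicate 3 and 120 without Lgr5-GFP young replicate 1. The variance share of age ran from 13.6% to 17.8%, with an exact permutation p from 0.005 to 0.095, where the smallest possible is 0.005. The variance share of isolation was 11.2% with TMM-scaled totals and 11.6% without the Paneth list and defensins, both past the threshold.

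Egr1 was past the threshold by little. It was no longer called with RLE factors (-1.07), library totals alone (-1.08), at least 10 counts in 3 libraries (-1.08), limma voom (-1.10), thinned counts (-1.07), the GC offset (-1.05) and the length offset (-1.06), with adjusted p-values from edgeR and the other tools between 0.00296 and 0.0871 over all alternatives. Leaving out 1 library gave -1.25 to -0.86. Nfe2l2 ran from -0.013 to 0.20 across those fits, Ascl2 from -0.017 to 0.11 and Muc2 on average from -0.14 to 0.34. Lgr5 between isolations at 22 months was 0.078 with library totals alone, a fit in which the median over all tested genes was 0.21, so the sign there follows the scaling.

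The correlation of the age effects was 0.060 with at least 10 counts in 3 libraries, 0.069 with limma voom, -0.17 with the defensin covariate and -0.17 over genes with a mean log2 CPM of at least 7, and it ran from 0.0053 to 0.091 when 1 library was left out. The lower study list in Lgr5-GFP was 0.045 with library totals alone, where its camera test still gave lower ranks than other genes because all genes shifted up, and -0.028 and past the threshold no longer with the defensin covariate. The other 3 results of the study lists kept their direction and side of the threshold under every alternative that was run, from 0.071 to 0.29 and -0.44 to -0.19 in SM6 and from 0.10 to 0.32 for the higher list in Lgr5-GFP.

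Of the 27 camera calls with age, 2 held under fry and 0 under an estimated correlation. Some averages that were not called became so. Those of enterocyte and Paneth cell genes did with library totals alone (0.18 and -0.49), no filter (0.13 and -0.53) and limma voom (0.27 and -0.67). They also did in several fits that left out 1 library. Immune cell genes were called with no filter (-0.86), and MHC class II genes without Lgr5-GFP young replicate 2 (0.79). Average medians close to 0 changed sign. That of enteroendocrine cell genes was 0.015 with RLE factors, 0.021 with library totals alone, 0.022 with the likelihood ratio test, 0.043 with DESeq2, 0.086 with limma voom, 0.17 with thinned counts, 0.065 with the defensin covariate and 0.015 with the GC offset. That of MHC class II genes was 0.0013 with RLE factors, 0.011 with library totals alone, 0.085 with no filter, 0.38 with limma voom, 0.35 with the defensin covariate and 0.0011 with the length offset. Interferon response genes were at 0.067 with at least 10 counts in 3 libraries and at 0.013 with thinned counts, and tuft cell genes at 0.41 with the defensin covariate. With 1 library left out, the medians ran from -0.16 to 0.46 for enteroendocrine cell, -0.26 to 0.79 for MHC class II, -1.13 to 0.029 for Paneth cell, -0.020 to 0.29 for enterocyte, -0.12 to 0.054 for interferon response and -1.18 to 1.10 for tuft cell genes.

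The replicate numbers do not pair the libraries, since deviations of equal numbers from their group means correlated by only -0.044 to 0.048. With a replicate block the counts were 331 in SM6, 57 in Lgr5-GFP, 360 on average, 104 for the interaction, 11 at 2 months and 97 at 22 months. The median of MHC class II genes was 0.18 with the replicate block, and Muc2 in Lgr5-GFP was called with it. The fit to only the 6 libraries compared gave 371, 83, 15 and 118 genes in SM6, in Lgr5-GFP, at 2 months and at 22 months, and gives no value for the average and the interaction.

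Over 77 further results, mostly single genes and list medians and including those above that reversed, 23 of the values with 1 library left out were reversed, 48 weaker and 9 stronger, and 844 were the same. Under the other alternatives, 19 were reversed, 49 weaker and 14 stronger, and 1062 were the same. Depth limits the genes near the floor. Fosb in SM6 had at most 2 counts in a library, so no change with age was detectable there.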

Other observations

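The tests on the Lgr5 level, passenger DNA, depth and sex, and the splits for the average count and for the correlation, were chosen beforehand, and all others in this part were chosen after the result was seen. Immune and differentiated cells had been listed beforehand as explanations, but the 3 immune genes counted and the tests for differentiated cells were picked later, the former after the counts of the immune genes had been seen.

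Other splits of the libraries were compared with the real one. For genes changed with age on average, 1 of 100 splits gave as many calls, the real one, and the highest of the others drawn gave 122. Splits that were not drawn, and that kept the real ages in SM6, gave 167 and 267. For the higher and lower study lists, 1 and 3 of 100 splits gave an average median as far from 0. By contrast, 40 of 100 splits gave a correlation of the age effects as large, with values from -0.106 to 0.108 in the others, so an r of 0.029 does not set the real split apart. Likewise 13 of 100 splits gave as many gene lists called by camera, with a median of 20 and a maximum of 32 in the others, against 27. Within 6 libraries there are 10 splits, and the share cannot be under 0.1. The real split was the only 1 of 10 with as many calls in SM6 (next 1), in Lgr5-GFP (next 0), between isolations at 2 months (next 0) and at 22 months (next 7). It was also the only 1 of 10 with as small a camera p for each study list in each isolation.

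Explanations were weighed for the genes changed with age. After thinning to equal library totals, 294 genes were called on average, 270 of them among the 355. Defensins took 1.26% to 23.2% of the counts of a library, so the depth left for other genes still differed. With the GC offset 341 were called (329 shared) and with the length offset 320 (304 shared), which argues against these biases as the whole cause. With the marker score as a covariate, 382 genes were called on average, 352 of them among the 355. This decides nothing, since the score rose by 0.98 in SM6 and changed by -0.96 in Lgr5-GFP, or by 0.008 on average, so that the covariate could not remove an average effect. The opposite changes themselves argue against enterocyte or secretory cells as the whole cause, since such cells would move genes in opposite directions in the isolations. Of the 355 genes, 137 had no overlap of the ages in the same direction in both isolations, as had 272 of all 13368 genes, or 2% against 0.5% by chance. A part of the average effect from these cells stays open, as does an effect of age on ISCs, which was not tested apart. A difference in sex was excluded by at least 346 counts of Xist in each library.

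Within each isolation, differentiated cells remain a candidate explanation for part of the age effect. In SM6 the lowest of the 4 medians of enterocyte, goblet, Paneth and enteroendocrine genes was 0.62, or 0.51 with genes at the floor set to their bound, so all 4 were higher in old. The enteroendocrine median fell to 0.26 without SM6 old replicate 2, and the Paneth median to 0.30 without SM6 old replicate 3. With the marker score as a covariate, 156 genes were called in SM6, 131 of them among the 323. In Lgr5-GFP the median of Paneth cell genes was -2.79, which argues against more differentiated cells in old mice there, and the highest of the 4 medians was -0.24, which is consistent with fewer. Without Lgr5-GFP young replicate 1, however, the enteroendocrine median was 0.067. With the covariate, 15 genes were called in Lgr5-GFP, 9 of them among the 63. In both isolations the score changed with age, so the covariate also takes up part of the age effect. Whether the cell mixture changed in the crypts of old mice or only in the sorts was not tested.

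The first principal component followed the defensin share. Computed without the Paneth list and defensins, it correlated with the log2 defensin share over the 12 libraries (Pearson r 0.88, permutation p = 9e-05; Spearman rho 0.867, permutation p = 0.00061; 100000 resamples, two-sided), and r was 0.746 without the 2 libraries farthest from the median share. The Benjamini-Hochberg values over the 3 relations tested were 0.00027 and 0.00183. No batch is named in the labels, so the relation was not computed within batches.

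MHC class II genes rose in SM6, with a median of 1.70, and fell in Lgr5-GFP, with a median of -1.55. Cd74 (ENSMUSG00000024610), chosen after its values were seen, changed by 2.14 in SM6 and by -1.55 in Lgr5-GFP, a difference of -3.70 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0267, 0.237 and 0.0129). In Lgr5-GFP the fall was thus not called, the young libraries ran from 73.3 to 686 CPM around those of the old, and the list median was -0.24 without Lgr5-GFP young replicate 2. The comparison with the immune cell list, as first planned, was mixed, because that list did not rise in SM6 (median -0.53) but fell along with MHC class II genes in Lgr5-GFP (median -2.32). Its place was taken by a count of 3 genes. Cd79a, Tyrobp and Fcer1g together had 15 counts over the 12 libraries (0, 6 and 9), against 2975 for Cd74. This argues against immune cells that express these 3 genes as the whole cause. The whole immune list had more counts, at 140, 69 and 65 in Lgr5-GFP young and 13, 25 and 4 in Lgr5-GFP old libraries. In SM6 it had 8, 98 and 19 counts in young and 35, 23 and 30 in old libraries. A part played by other immune cells stays open, as do a change in MHC class II genes of epithelial cells and the share of differentiated cells.

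Rps4l was at least 17.8-fold lower in old on average. Depth is argued against, since the lowest young library kept 32 counts after thinning and no old library had more than 2. Reads counted on its parent gene Rps4x instead stay open. Rps4x changed by 0.034 on average, by -0.21 in SM6 (SE 0.16) and by 0.28 in Lgr5-GFP (SE 0.16), where taking up the lost reads would give 0.17 and 0.24, so the value lies under this in SM6 and near it in Lgr5-GFP, and both together decide nothing. A variant region that differs between the young and old mice is possible. Of 27 other tested genes within 2 Mb, 2 were called with age, against the rest by Fisher's exact test p = 0.16 (two-sided), which keeps a variant of the mice and an effect of age open, and with 27 genes they cannot be told apart. Whether young and old mice came from one source was not examined here.

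In Lgr5-GFP libraries, Lgr5 differed from SM6 by -0.24 on average (95% interval -0.47 to -0.015). In otherwise like cells, a reporter allele that removes the transcript of 1 of 2 copies would give a difference of -1. The value does not decide on such an allele, since strain and isolation differ as well and either may change the level of Lgr5. Passenger DNA around the targeted gene does not account for the genes that differ between isolations, since 104 of 105 lay farther than 10 Mb from Lgr5 or on another chromosome. A930009A15Rik is the 1 of 105 nearby and the only other tested gene within Lgr5, and it ranked 1 of 13368 genes by p-value. That gene is a share of 7.48e-05 of all tested, but it was picked for its rank, so this is no test of an insertion. None of the other tested genes within 2 Mb was called on average between isolations, 0 of 24. It lies 4834 bp from the first exon of Lgr5, on the opposite strand. The reporter inserted in Lgr5 may be the source of its counts, as a hypothesis from its location alone. A difference of strain at this gene was not tested, and since strain and reporter change together they cannot be told apart. Its counts also rose with age in Lgr5-GFP, by 1.77 on the log2 scale (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0099).

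Egr1 is an immediate early gene, and such genes can respond to dissociation of the tissue. The study itself reasoned that dissociation might elicit Egr1. By staining of tissue, it did not detect the EGR1 protein in crypts without injury. After injury by a drug, it reported a weaker EGR1 response in old crypts than in young ones. Within groups, Egr1 correlated with the mean of the other 20 immediate early genes with a Pearson r of 0.57 (exact permutation p = 0.161, two-sided) and a Spearman rho of 0.441 (exact permutation p = 0.247), with Benjamini-Hochberg values of 0.161 and 0.247 over the 3 relations, and r was 0.418 without the 2 libraries farthest from the median. Of these 20 genes, 13 were lower in old on average and 7 higher, with a median of -0.13 (camera on edgeR statistics, unadjusted p = 0.0241). The whole immediate early list did not hold under fry. Fos, chosen after its values were seen, changed by -1.02 on average and was not called (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0859). The values leave a response to dissociation and an effect of age on Egr1 possible, and with 12 libraries they cannot be told apart.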
